A study of Homo sapiens with 17 samples.

How the data were processed

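Limited deamination sequencing measures methylation from a low rate of C-to-T changes at CpG sites. Per the labels' protocols, libraries were treated with heat and alkali before PCR, which raises the deamination of 5-methylcytosine, and were sequenced as whole genome or after exome target enrichment. Processed values of 13 libraries were used: 1 whole genome and 3 targeted libraries of GM12878, 3 targeted libraries of K562, 3 of breast and 3 of breast tumor. Another 4 samples in the labels, enzymatic methylation libraries, were not analysed here. Groups and replicate numbers were taken from the titles in the labels. The labels conflict on the DNA source: titles, source names and characteristics give GM12878, K562, breast or breast tumor, whereas the extraction protocol names GM12878 for every sample. The former were used, so each group name rests on them.

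Per the file headers, the authors deposited for each region the total number of observed cytosines and the number read as changed, both as counts, and a methylation level with its SD, both as a fraction between 0 and 1. The aligner, the caller, the genome build and the formula that turns changed counts into a level are not stated in the labels or headers. The values show that a level below 1 is proportional to the changed share with a factor of its own for each library, between 72.9 and 95.6. At the top this does not hold, and between 8 and 124 regions per library are listed at a level of exactly 1. In GM12878 regions with at most 20 CpGs the changed share reached 1.57%, whereas at most 1.37% gives a level of 1. A level therefore depends on this scaling by the authors. An error in the factor of 1 library would shift its regions below a level of 1 by the same ratio. No library listed a region with a total under 3000, so small totals were filtered before deposit, and a region missing from a library may have been under that limit.

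The build was determined from the coordinates: all 25191 listed regions start and end on a CG dinucleotide of hg38 when read as 1-based coordinates, and 0 start on one when read as 0-based. GENCODE v44 was used for gene names. A region within 1000 bases of an annotated transcript start was called a promoter region, and otherwise it was assigned to a coding exon, untranslated region, non-coding exon, intron or intergenic sequence. Median region length was 610 bases with 60 CpGs.

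The depth was the total count of cytosine observations, with sums between 90850938 and 162968381 in targeted libraries and 328512323 in the whole genome library. The precision was expressed as the level that 3 changed observations give at a library's median total, 0.0229 for the whole genome and 0.0296 to 0.0517 for the targeted libraries. The SD between replicates was set beside the SD deposited by the authors.

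Differential regions were tested on the level with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, group as the only term, only the 6 libraries compared), with Benjamini-Hochberg adjustment and a threshold of 0.05, over regions with a total of at least 1000 in all 6 libraries. That minimum removed no region, because the lowest listed total is 3000. Limma on the level was fixed beforehand as the main test unless methylated and unmethylated counts were given as such. The changed count is only a small sample of the methylated cytosines, so limma was kept, and edgeR 4.0.16 was added as a count test after seeing the data. It used the quasi-likelihood test on changed counts, with an offset of the total times the library's changed share over 1405 regions that were methylated (mean level over 0.7) in all 4 groups.

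Both tests were tested on simulated data, with counts drawn for 12341 real regions from GM12878 levels and totals and 200 regions shifted. The simulation holds counting noise only. With a shift of 0.2 in level, limma recovered 35% of changed regions and edgeR 80.5%; with a shift of 0.1 the shares were 3.5% and 62.5%, and with 0.3 they were 39.5% and 90.5%. The median estimated shift by limma was 0.0989, 0.203 and 0.296 at true shifts of 0.1, 0.2 and 0.3. At a shift of 0.2, false regions made up 11.4% of 79 limma calls and 1.23% of 163 edgeR calls. At 0.1 they made up 0% of 7 limma calls and 2.34% of 128 edgeR calls, and at 0.3 2.47% of 81 and 2.69% of 186. With the trend and robust settings of eBayes together, false regions made up 12.5%, 22.0% and 8.51% of the limma calls at shifts of 0.1, 0.2 and 0.3. Low counts of limma calls therefore leave room for changes that the test does not detect.

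Means per library, shares of low (under 0.2) and high (over 0.8) regions and X chromosome levels were compared by 2-sided exact permutation tests, in which 3 against 3 libraries cannot give a p-value under 0.1. X chromosome levels were computed for the cell lines only. Replicates were compared by Pearson correlation across regions and by chi-square tests of changed counts. Those tests used regions with at least 40 changed counts in the pair, first as counted and then with the ratio of the libraries' changed shares removed.

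For each of the 2 comparisons, the regions named were the 4 largest gains and 4 largest losses among regions with an adjusted p under 0.05 and no overlap between groups, by a rule fixed before the data were examined, as were the breast cancer and imprinted gene lists. List tests used fry and camera of limma. Of the regions selected by the rule and the lists, 1 gain in breast tumor and 1 region of the breast cancer list are not reported singly here, and they stay in the counts and set tests. Sets matched on depth and starting level were drawn 10000 times. On 200 random sets of regions the matched test gave a p-value under 0.05 for 4 sets. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9 was used for the remaining steps.

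Alternatives fixed beforehand were all 12 targeted libraries in one fit, the replicate number as a block, log2 odds of the level with an offset of 0.05, median centring, quantile normalization, no coverage minimum, a minimum of 5000, eBayes with trend and robust settings, weights by total, a difference of at least 0.2, autosomes alone, leaving out each replicate, limits of 0.3 and 0.7, Spearman correlation, a promoter window of 2000 bases and camera. Chosen after seeing the data were edgeR on the counts, its fits without each replicate, scaling every library to one level over the 1405 methylated regions, and a batch term for replicate 3 of the cell lines.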

Results

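Genomic DNA was sequenced after limited deamination, a treatment with heat and alkali before PCR that converts a small share of 5-methylcytosine to thymine, so that 1 library carries both the genome sequence and a C-to-T signal from methylated CpG sites. Values of 13 libraries were used. A single whole genome library came from GM12878, an established lymphoblastoid cell line. Exome-targeted libraries, in which coding sequence was enriched before sequencing, were made in 3 replicates each from GM12878, from K562 (an established leukemia cell line, called a lymphoblast line in the labels), from breast and from breast tumor. The remaining 4 samples, enzymatic methylation libraries of breast and breast tumor, were not analysed here. Each file lists CpG-rich regions with the cytosine observations at CpG sites (the total), the observations read as changed, and a methylation level from 0 to 1 that the authors scaled from the changed share.

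The whole genome library listed 24852 regions with 328512323 cytosine observations and a median total of 10055 per region. The 3 GM12878 targeted libraries held 122162628, 162968381 and 101485343 observations over 12798, 13861 and 12594 regions, and the 3 K562 libraries held 126573344, 153363842 and 92397569 over 12384, 13274 and 10942 regions. The breast libraries held 114605752, 104204434 and 90850938 observations over 13019, 12473 and 11520 regions, and the breast tumor libraries held 120421415, 92710281 and 97521251 over 13225, 11624 and 11932 regions. The median total per region in the targeted libraries lay between 5517 and 7835, and no library listed a region with a total under 3000. A level of 1 corresponded to only 1.05% to 1.37% changed observations, depending on the library. The largest level that 0 changed observations allow (3 counts of the median total) was 0.0229 in the whole genome library and between 0.0296 and 0.0517 in the targeted libraries. Such limits cover counting error only, since reads amplified by PCR are not independent molecules. All 12 targeted libraries shared 9892 regions, of which 69.0% overlapped a promoter window and 28.7% overlapped a coding exon outside such windows (human genome build hg38).

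Agreement between replicates set the error of the assay. Pearson correlations of the level across the shared regions lay between 0.977 and 0.984 for pairs of GM12878 replicates, between 0.978 and 0.983 for K562, between 0.981 and 0.982 for breast and between 0.978 and 0.982 for breast tumor. Regions are not independent replicates, so no p-value was attached. Spearman correlation moved these values most, to means between 0.894 for breast and 0.917 for K562. The root mean square SD between replicates per region was 0.0516 in GM12878, 0.0499 in K562, 0.0520 in breast and 0.0535 in breast tumor. The SD that the authors listed for single regions had root mean squares of 0.0545, 0.0594, 0.0602 and 0.0652 in the same order. Between groups the correlations were 0.650 to 0.666 for GM12878 with K562, 0.942 to 0.948 for GM12878 with breast and 0.967 to 0.971 for breast with breast tumor, so each of these ranges lay below those within groups.

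Replicates were also compared by their changed counts. As counted, all 12 replicate pairs differed by more than sampling noise in a chi-square test over regions. After the library-wide changed share was removed, 4 pairs no longer differed at 0.05 in the chi-square test, namely GM12878 replicates 1 and 2 (p = 0.255), K562 replicates 1 and 2 (p = 0.351), breast tumor replicates 1 and 2 (p = 0.0672) and breast tumor replicates 2 and 3 (p = 0.336). The changed share pooled over 1405 regions methylated in all groups differed in each of those 4 pairs (chi-square test, largest p = 2.29e-10, for GM12878). These tests cover counting error only, and the changed share can differ between libraries made from one DNA sample, so they do not show that replicates are separate samples. Each library was counted once, as listed in the labels, and n is a number of libraries.

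The first comparison asked whether methylation across the shared regions differs between groups as a whole. The mean level was 0.285 ± 0.0130 (SD, n = 3) in GM12878 and 0.313 ± 0.00160 (SD, n = 3) in K562, a difference of 0.0275. It was 0.296 ± 0.0124 (SD, n = 3) in breast and 0.318 ± 0.0109 (SD, n = 3) in breast tumor, a difference of 0.0228. Both differences gave p = 0.1 in 2-sided exact permutation tests, which is the smallest value that 3 libraries against 3 can give. Requiring a total of at least 5000 moved these means most, to 0.363 in K562 and 0.307 in GM12878. Scaling every library to one level at regions methylated in all groups, chosen after seeing the data, lowered the difference between the cell lines from 0.0275 to 0.0131. Regions with a level under 0.2 made up 60.3% ± 0.740 (SD, n = 3) in GM12878, 55.1% ± 0.317 in K562, 60.6% ± 0.649 in breast and 57.0% ± 0.494 in breast tumor. The share was lower in K562 than in GM12878 in all libraries and lower in breast tumor than in breast in all libraries (exact permutation p = 0.1 in both, the smallest possible). Regions with a level over 0.8 made up 13.6% ± 3.28 (SD, n = 3) in GM12878 and 18.0% ± 0.275 in K562 (exact permutation p = 0.1), a difference of 4.41 percentage points that was 0.802 after that scaling and 2.88 without GM12878 replicate 1. In breast the share was 18.5% ± 3.09 and in breast tumor 20.2% ± 2.44, a difference of 1.65 percentage points that was smaller than the spread between replicates (exact permutation p = 0.6). Without breast replicate 1 that difference was −0.133, and without breast tumor replicate 1 it was 0.243.

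**Figure D1:**
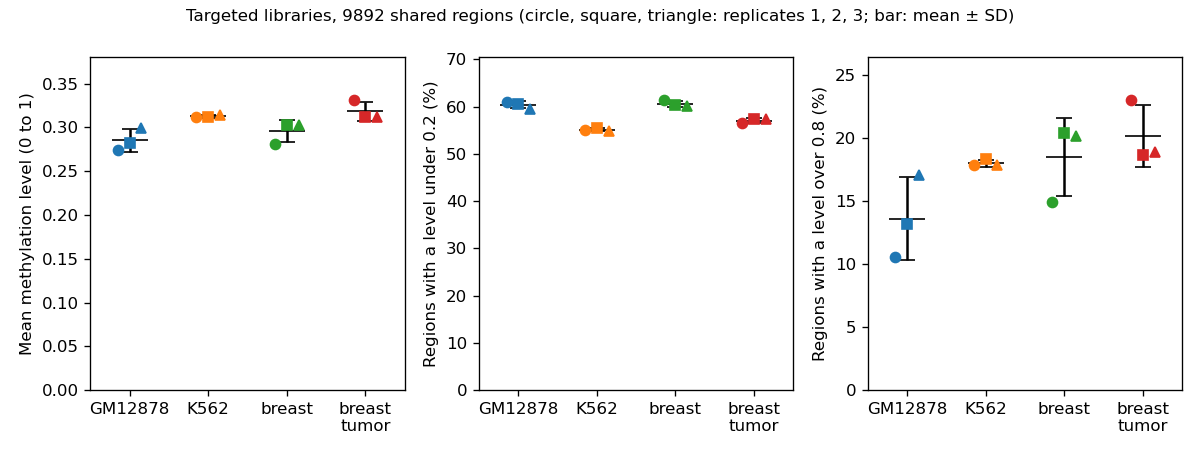
Mean methylation level, share of regions with a level under 0.2 and share with a level over 0.8 in the 12 targeted libraries, over the 9892 shared regions. Circles, squares and triangles are replicates 1, 2 and 3, and bars give the mean and SD of each group; the share of high regions overlaps between breast (18.5% ± 3.09) and breast tumor (20.2% ± 2.44), while the share of low regions does not overlap within either comparison.

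The whole genome library of GM12878 was set beside the targeted libraries of the same line, to ask whether enrichment alters the measured level. Over 12170 regions listed in all 4 libraries, the whole genome level correlated with the targeted level at 0.968 to 0.974, against 0.976 to 0.982 between targeted replicates (Pearson, across regions). The targeted replicates differed from the whole genome library by −0.00216, 0.00635 and 0.0214 in mean level, and the whole genome library itself has no replicate. Spearman correlation moved the mean agreement most, to 0.886. The whole genome level and the mean targeted level lay on the same side of 0.5 in 97.5% of regions and were apart by at least 0.2 in 279 regions (2.29%). Single targeted replicates were apart from the whole genome library by at least 0.2 in 3.28% to 5.30% of regions, and from one another in 1.97% to 4.25%. By the SD that the authors listed per region, between 1.48% and 1.89% of regions were apart by more than 4 combined SD, against 0% to 0.0411% between targeted replicates. Regions were then ranked in 4 equal sets by the targeted total relative to the whole genome total. From the smallest to the largest ratio, the mean targeted level was apart by more than 4 combined SD in 4.67%, 2.93%, 2.37% and 0.263% of all regions. Among those with a whole genome level of at least 0.2, which were 207, 436, 1320 and 2419 regions, that share was 21.7%, 7.57%, 3.86% and 0.248%. Of all regions apart by more than 4 combined SD, the targeted level was the higher one in 42.3%, 84.3%, 88.9% and 75.0%, in the same order. In the set with the largest ratio only 0.263% of 3043 regions were apart, so the values 75.0% and 0.248% rest on few regions.

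**Figure D2:**
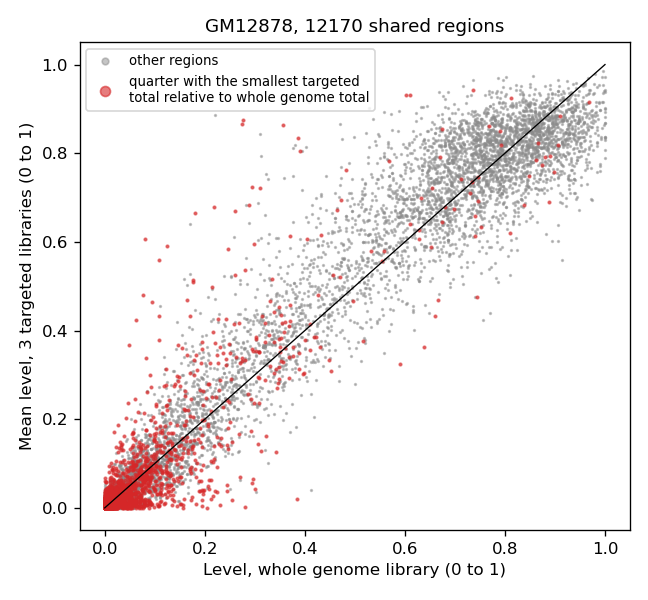
Methylation level (0 to 1) of GM12878 in the whole genome library (x axis) and mean of the 3 targeted libraries (y axis) for 12170 shared regions, with the line of equality. Red points are the regions with the smallest targeted total relative to the whole genome total (lowest of 4 equal sets); 97.5% of all regions lie on the same side of 0.5 in both.

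The comparison of the cell lines asked which regions differ between K562 and GM12878. Of 10630 regions listed in all 6 libraries, 3968 differed at an adjusted p under 0.05 (limma on the level, Benjamini-Hochberg), 2342 with a higher and 1626 with a lower level in K562. A difference of at least 0.2 was seen in 2970 of them, 1695 higher and 1275 lower. The libraries of one line all lay above those of the other in 4772 regions (44.9%, against 10% by chance). The median difference over all regions was 0.00374 and the mean difference 0.0290. Among 6569 regions with a GM12878 level under 0.2, 1741 were higher and 206 lower; among 2637 intermediate regions, 566 were higher and 1119 lower; and among 1424 regions over 0.8, 35 were higher and 301 lower. Those classes were set on the same GM12878 libraries that enter the difference, and the level is bounded at 0 and 1. In the low and high classes the direction of a change of at least 0.2 was therefore fixed in advance. Promoter regions were higher in K562 in 23.4% and lower in 9.53% of 7453 cases. Regions on coding exons were higher in 18.4% and lower in 28.7% of 2930 cases. The 2 kinds of region were not matched on starting level. A test of the changed counts themselves (edgeR), chosen after seeing the data, called 4247 regions, 2390 higher and 1857 lower, of which 3773 were shared with limma and had the same direction. Scaling at regions methylated in all groups, also chosen after seeing the data, gave 2244 higher and 1731 lower, and quantile normalization gave 1957 higher and 1921 lower. Centring each library on its median level subtracts 1 constant from all its regions, unmethylated ones included, and moved the median difference to −0.0443. Its 7936 calls (2107 higher and 5829 lower) therefore carry that shift and say nothing about the split of directions.

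Replicate 3 of both cell lines spread its observations over regions differently from replicates 1 and 2, with correlations of the total of at most 0.988 against at least 0.995 between replicates 1 and 2. Within replicates 1 and 2 the mean difference of K562 from GM12878 was 0.0348, and within replicate 3 it was 0.0172. The per-region differences of these batches correlated at 0.946 across regions. Of 3101 regions that differed by at least 0.2 in replicates 1 and 2, 49 had the opposite sign in replicate 3.

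The regions with the largest gains in K562 lay at 4 genes. On chromosome 16, a region at 30417550 to 30418478 on a coding exon of ZNF771 (ENSG00000179965, 150 CpGs, totals of 20524 to 53554) had a level of 0.0117 ± 0.00321 (SD, n = 3) in GM12878 and 0.975 ± 0.0132 in K562, with a limma adjusted p of 1.80e-06. At the promoter of IAH1 (ENSG00000134330, chromosome 2, 9474066 to 9475106) GM12878 had 0 changed observations in each library at totals of 3306 to 4495, which allows a level of up to 0.0786, and K562 had a level of 0.958 ± 0.0264 (SD, n = 3; limma adjusted p = 4.54e-06). The promoter region of CGAS (ENSG00000164430, chromosome 6, 73451364 to 73452367) rose from 0.00482 ± 0.00210 to 0.949 ± 0.0264 (limma adjusted p = 4.70e-06), and a region on a coding exon of ZFP36L1 (ENSG00000185650, chromosome 14, 68789960 to 68790319) from 0.0192 ± 0.0144 to 0.962 ± 0.0389 (limma adjusted p = 9.45e-06). In CGAS each GM12878 library had at most 2 changed observations, fewer than the 3 used as the floor.

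The largest losses in K562 all lay on coding exons. A region of KRT7 (ENSG00000135480, chromosome 12, 52245412 to 52245632), with 16 CpGs and totals of 3234 to 6180, had a level of 0.915 ± 0.0339 (SD, n = 3) in GM12878 and 0.00836 ± 0.0145 in K562 (limma adjusted p = 8.30e-06). The level fell from 0.907 ± 0.0832 to 0.00774 ± 0.00385 at KIF5C (ENSG00000168280, chromosome 2, 149010141 to 149010376; limma adjusted p = 6.64e-05). It fell from 0.889 ± 0.0298 to 0.00715 ± 0.0124 at KCNN4 (ENSG00000104783, chromosome 19, 43774122 to 43774625; limma adjusted p = 6.68e-06) and from 0.892 ± 0.0381 to 0.0122 ± 0.00820 at BASP1 (ENSG00000176788, chromosome 5, 17275261 to 17275889; limma adjusted p = 9.45e-06). The K562 libraries held at most 3 changed observations in KRT7, KIF5C and KCNN4, so those levels were at the floor of detection.

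X chromosome regions were compared in the cell lines only. Over 219 regions the mean level was 0.492 ± 0.0249 (SD, n = 3) in GM12878 and 0.336 ± 0.00131 in K562. The level on X exceeded that of 10411 autosomal regions by 0.222 ± 0.0127 in GM12878 and by 0.0328 ± 0.00284 in K562 (2-sided exact permutation p = 0.1, the smallest possible). Levels between 0.2 and 0.8 were found in 77.0% ± 1.47 of X regions in GM12878 and 32.4% ± 1.65 in K562 (exact permutation p = 0.1), against 24.1% ± 2.43 and 26.3% ± 0.555 of autosomal regions.

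The comparison of the tissues asked which regions differ between breast tumor and breast. The labels do not say whether replicates come from separate people. The root mean square SD between replicates did not exceed the SD that the authors listed for single regions. It was 0.0520 against 0.0602 in breast and 0.0535 against 0.0652 in breast tumor. The tests therefore speak of these libraries, and their p-values cannot be read as measuring a spread between people. Of 11003 regions, 280 differed at an adjusted p under 0.05 (limma on the level, Benjamini-Hochberg), 267 with a higher and 13 with a lower level in breast tumor, and 120 of them differed by at least 0.2. At an unadjusted p under 0.05, 1732 regions differed. The libraries of one group all lay above those of the other in 2159 regions (19.6%, against 10% by chance). The median difference over all regions was 0.00662 and the mean difference 0.0220. Of the regions with a higher level, 130 had a breast level under 0.2, 134 an intermediate level and 3 a level over 0.8. The number of calls depended on the test and on single libraries. The edgeR test of the changed counts, chosen after seeing the data, called 902 regions, 804 higher and 98 lower, and 244 of the 280 limma calls were among them with the same direction. Leaving out breast replicate 2, limma called 0 regions (1569 at an unadjusted p under 0.05), and edgeR called 699. Quantile normalization gave 40 higher and 31 lower, and scaling at methylated regions gave 304 higher and 35 lower. Centring each library on its median, which moved the median difference of all regions to −0.0188, gave 158 higher and 33 lower.

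**Figure D3:**
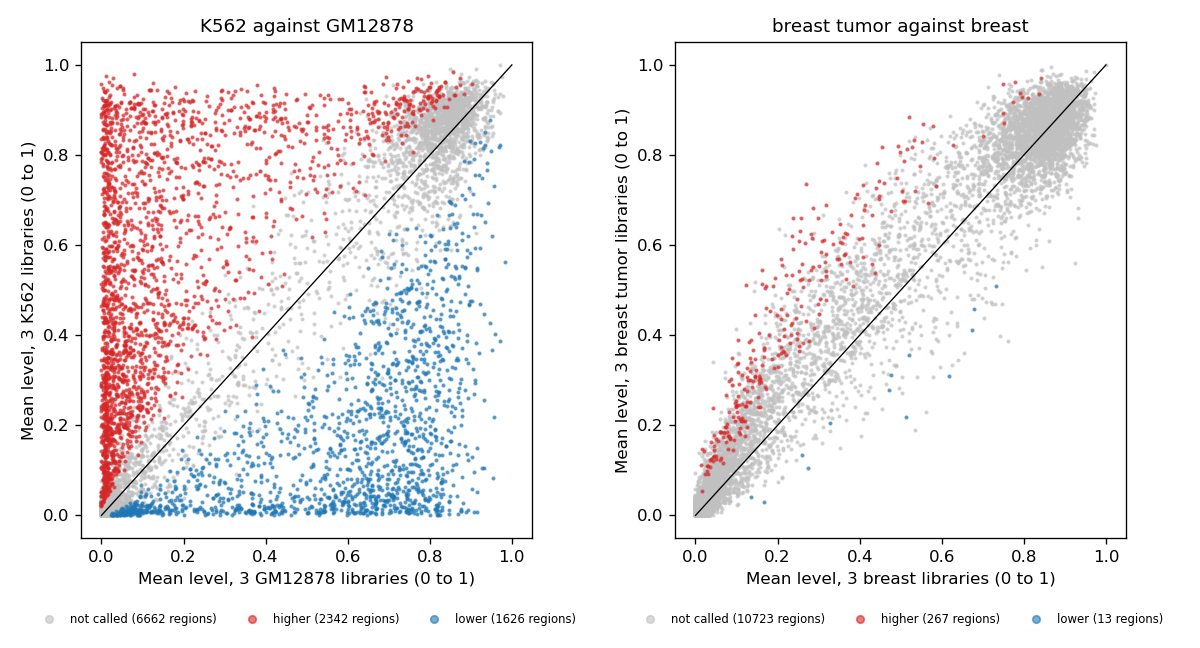
Mean methylation level (0 to 1) per region in GM12878 (x axis) against K562 (y axis), left, and in breast against breast tumor, right, with 3 libraries per mean and the line of equality. Red and blue points are regions with a higher or lower level at a limma adjusted p under 0.05, 2342 and 1626 for the cell lines and 267 and 13 for the tissues.

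The largest gains in breast tumor that are reported here lay at THPO, SRCIN1 and SARM1. Near the start of THPO (ENSG00000090534, chromosome 3, 184381536 to 184381794) the level was 0.269 ± 0.0766 (SD, n = 3) in breast and 0.735 ± 0.0965 in breast tumor (limma adjusted p = 0.0393). Near the start of SRCIN1 (ENSG00000277363, chromosome 17, 38563309 to 38563702) it was 0.237 ± 0.0195 and 0.661 ± 0.0896 (limma adjusted p = 0.0266), and on a coding exon of SARM1 (ENSG00000004139, chromosome 17, 28384365 to 28385292) 0.256 ± 0.0509 and 0.661 ± 0.0651 (limma adjusted p = 0.0244). The largest losses lay at NAT14, MUC1, CLDN4 and NEU4. On a coding exon of NAT14 (ENSG00000090971, chromosome 19, 55486410 to 55486776) the level was 0.619 ± 0.0650 in breast and 0.309 ± 0.0624 in breast tumor (limma adjusted p = 0.0490). It was 0.513 ± 0.0653 and 0.219 ± 0.0321 at MUC1 (ENSG00000185499, chromosome 1, 155188537 to 155192004; limma adjusted p = 0.0357), 0.673 ± 0.0211 and 0.412 ± 0.0616 near the start of CLDN4 (ENSG00000189143, chromosome 7, 73831105 to 73831715; limma adjusted p = 0.0365), and 0.732 ± 0.0303 and 0.510 ± 0.0358 on a coding exon of NEU4 (ENSG00000204099, chromosome 2, 241816064 to 241816404; limma adjusted p = 0.0266). These 7 regions were also called by edgeR, with the largest adjusted p of 0.00590 at NEU4. Under the limma fits without 1 library, at most 3 regions selected by the same rule passed an adjusted p of 0.05.

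**Figure D4:**
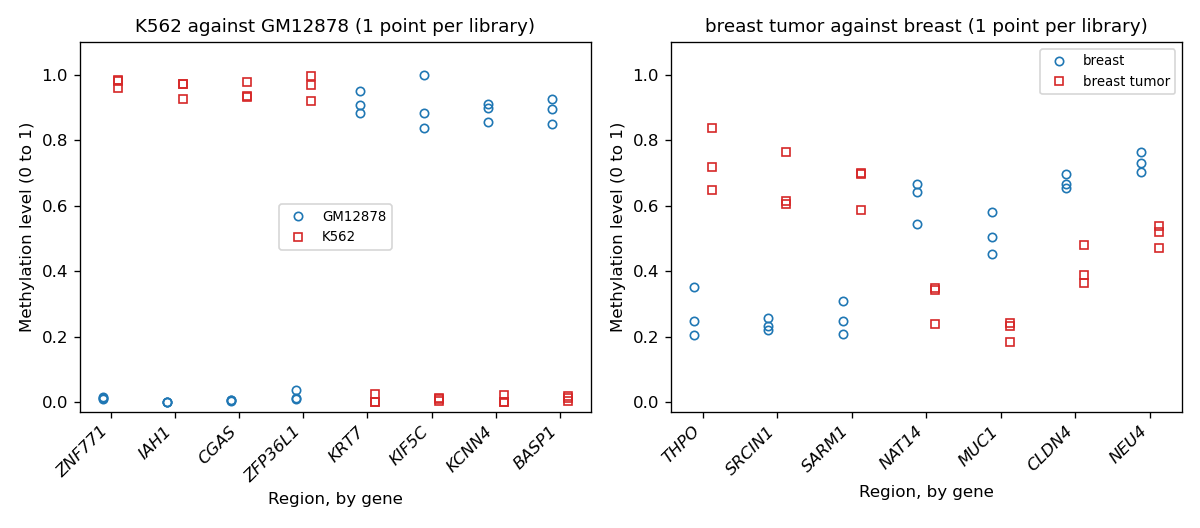
Methylation level (0 to 1) in each library at the regions with the largest gains and losses, by gene. Left, GM12878 (circles) and K562 (squares), where ZNF771 has mean levels of 0.0117 and 0.975; right, breast (circles) and breast tumor (squares), where THPO has mean levels of 0.269 and 0.735 and the 3 libraries of each group do not overlap at any of the 7 regions.

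A list of 10 genes widely assayed for promoter methylation in breast cancer was fixed beforehand, and 7 of them had 8 regions within 1000 bases of an annotated start. The level was higher in breast tumor in 7 of the 8 regions, with a median difference of 0.0381 against 0.00662 over all regions. Over all regions tested 0 of the 8 passed an adjusted p of 0.05 in limma (4 had an unadjusted p under 0.05), and 2 passed when adjusted over the list alone. The same 2 regions, at HIC1 and RASSF1, passed over all regions in the edgeR test of the changed counts, with adjusted p-values of 2.96e-06 and 9.62e-10. At HIC1 (chromosome 17, 2049626 to 2059334) the level was 0.476 ± 0.00747 (SD, n = 3) in breast and 0.642 ± 0.0510 in breast tumor, with a limma adjusted p of 0.0575 over all regions and 0.00833 over the list. At RASSF1 (chromosome 3, 50340373 to 50341109) it was 0.0980 ± 0.0192 and 0.415 ± 0.102, with limma adjusted p-values of 0.0625 and 0.00833. At a second RASSF1 region (chromosome 3, 50336834 to 50338198) the level was 0.0235 ± 0.0119 and 0.0254 ± 0.0160, a difference within the spread between replicates. SFRP1 was also higher in the mean, with a limma adjusted p of 0.0855 over the list. No difference was detected at GSTP1, CCND2 and TWIST1 (limma adjusted p over the list of 0.720, 0.720 and 0.597). The spread at CCND2 was wide, with 0.0517 ± 0.0555 (SD, n = 3) in breast and 0.0729 ± 0.0569 in breast tumor. In simulated data limma recovered 3.5% of shifts of 0.1, so small differences at these genes are not excluded. As a set, the list gave p = 0.00887 for a shift upward in the rotation test fry of limma, and p = 0.0455 in camera with its preset correlation, so the shift passed 0.05 in both.

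A second list fixed beforehand held 10 imprinted genes, at which methylation of one parental copy is known to give levels near 0.5 in normal tissue. In the whole genome library all 10 genes had listed regions, 21 in all, and 71.4% of these had a level between 0.3 and 0.7 against 14.5% of all regions. The targeted libraries covered 5 of the genes with 8 regions. The share between 0.3 and 0.7 was 62.5% in GM12878, K562 and breast and 75.0% in breast tumor, against 10.1% (breast) to 15.4% (K562) of all shared regions. At GNAS (chromosome 20, 58853970 to 58856184) the level was 0.453 ± 0.0405 (SD, n = 3) in GM12878, 0.459 ± 0.0354 in K562, 0.539 ± 0.0176 in breast and 0.573 ± 0.0278 in breast tumor. At another GNAS region (chromosome 20, 58853254 to 58853461) it was 0.719 ± 0.101 in GM12878, 0.0571 ± 0.0359 in K562, 0.884 ± 0.0471 in breast and 0.865 ± 0.0709 in breast tumor. At MEST (chromosome 7, 130490899 to 130493270) it was 0.469 ± 0.0832 in GM12878 and 0.765 ± 0.0253 in K562, whereas the single whole genome library of GM12878 gave 0.665. There is no whole genome library of K562, so whether the difference between the lines depends on the kind of library cannot be told. The replicates of breast at NAP1L5 (chromosome 4, 88697614 to 88697903) were far apart, at 0.546 ± 0.254.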

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

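The tests of these totals were chosen only after the result was seen. The comparisons of the report use the methylation level, and the number of cytosine observations per region served there only as depth. Those totals differed by chromosome between K562 and GM12878. With the median log2 ratio of K562 to GM12878 totals over all regions set to 0, the median per chromosome was 0.36 on chromosome 1, 0.33 on chromosome 6, 0.26 on chromosome 7 and 0.32 on chromosome 21. It was −0.64 on chromosome 13, −0.57 on chromosome 14, −0.52 on chromosome 22 and −0.64 on chromosome X. The largest size seen between replicates of one line set a limit of 0.17, and these 8 of 23 chromosomes lay beyond it.

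GC content of the captured regions was tested as a technical explanation by removing the trend of the log2 ratio with GC content and CpG number, and 8 of the 8 chromosomes stayed beyond the limit, which argues against that trend as the whole cause. A library batch was tested by taking each same-numbered pair of libraries alone, replicate 3 included, and 8 of the 8 chromosomes kept their sign in all 3 pairs, which argues against the batch that sets replicate 3 apart. The ratios cover only regions listed in all 6 libraries. In all, 1711 of the 12341 regions listed in all GM12878 libraries (13.9%) were not listed in all K562 libraries, and the share not listed was 43.8% on chromosome 13 and 43.0% on chromosome X. Across 23 chromosomes the Spearman correlation of the share not listed with the log2 ratio was −0.81, but not every chromosome followed, since chromosome 18 with a log2 ratio of 0.15 lacked 24.0% of its regions. Whether the authors' limit on small totals removed these regions was not tested. The choice of cell line is the difference that the design names, and a different number of chromosome copies in the lines is an open hypothesis that was not tested, since no measure of copy number other than these totals was used here.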

How the results depend on the processing

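The edgeR fits, the scaling at methylated regions and the batch term were chosen after seeing the data, and the cause of a change was not tested unless stated. The coverage minimum of 1000 removed no region, so leaving it out is the same fit and says nothing about stability.

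For K562 against GM12878, the 3968 calls (2342 higher, 1626 lower) stayed within 1.5 times under all alternatives except median centring, with 7936 calls and 5829 lower, and the minimum of 5000, with 962 lower among 5933 regions tested, where fewer regions were tested. Median centring subtracts 1 constant per library and moved the median difference of all regions to −0.0443, so its lower calls carry that shift. Scaling at methylated regions gave 2244 higher and 1731 lower. Fits that each left out 1 replicate gave 3552 to 3797 calls, and edgeR without each replicate 4049 to 4177. All 8 named regions were called in every fit that tested them (6 were tested at the minimum of 5000).

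For breast tumor against breast, the 280 calls (267 higher, 13 lower) became 669 (625 and 44) with all 12 libraries in one fit, 116 (112 and 4) on log2 odds, 71 (40 and 31) after quantile normalization, 439 (416 and 23) at the minimum of 5000, 473 (437 and 36) with trend and robust settings and 120 (115 and 5) with a difference of at least 0.2. Median centring gave 158 higher and 33 lower, and scaling at methylated regions 304 higher and 35 lower. Limma fits without 1 replicate gave 0 to 63 calls (0 to 61 higher, 0 to 3 lower), with 0 without breast replicate 2, where 1569 regions had an unadjusted p under 0.05. The calls were 52 and 53 without breast replicates 1 and 3, and 30, 57 and 63 without tumor replicates 1, 2 and 3. The edgeR test gave 902 (804 and 98), and 693 to 759 without 1 replicate: 714, 699 and 752 (643, 624 and 675 higher; 71, 75 and 77 lower) without breast replicates 1, 2 and 3, and 693, 759 and 740 (610, 687 and 669 higher; 83, 72 and 71 lower) without tumor replicates 1, 2 and 3. In simulated data with counting noise only, limma recovered 35% and edgeR 80.5% of shifts of 0.2 in level, so low limma counts partly reflect the power of that test with 3 libraries. For the 8 tumor regions that the naming rule selects, 64 results across all alternatives fell below the threshold and 0 reversed.

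With the replicate number as a block, K562 against GM12878 gave 3646 calls, and breast tumor against breast gave 0 calls (0 higher, 0 lower), with 1569 regions at an unadjusted p under 0.05. Deviations of same-numbered libraries from their group means correlated at −0.0171 to 0.00209 in the cell lines and −0.102 to −0.00121 in the tissues. Their levels thus gave no clear sign of a pairing by number. This check did not use the totals, which in the cell lines did set libraries apart by replicate number, as described above.

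Over the regions listed in each library alone, the mean level was 0.269 in GM12878 and 0.293 in K562; the share under 0.2 was 62.4%, 57.8%, 61.2% and 57.9% in GM12878, K562, breast and breast tumor, and the share over 0.8 in K562 was 16.4%. At the minimum of 5000 (5406 regions), mean levels were 0.307, 0.363, 0.313 and 0.344 and the shares under 0.2 were 56.6%, 47.7%, 57.1% and 52.3% in the same order, with 21.4% over 0.8 in K562. Scaling at methylated regions gave K562 a mean level of 0.308 and 17.1% over 0.8. With limits of 0.3 and 0.7 the low shares were 63.7%, 60.4%, 64.2% and 61.0% and the high shares 21.9%, 23.6%, 24.9% and 26.4%, by construction of wider classes. Every difference between the groups compared kept its sign under these settings. Under the scaling at methylated regions the difference in mean level between K562 and GM12878 was 0.0131, against 0.0275 as deposited, and the difference in the high share 0.802 against 4.41 percentage points. Without 1 replicate, the difference in the high share between breast tumor and breast ranged from −0.133, reversed, without breast replicate 1 to 2.60 without breast replicate 2, with 0.243 without breast tumor replicate 1. That between K562 and GM12878 ranged from 2.88 without GM12878 replicate 1 to 6.14 without GM12878 replicate 3.

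Spearman correlations between replicates averaged 0.907, 0.917, 0.894 and 0.901 in GM12878, K562, breast and breast tumor, and 0.886 between whole genome and targeted libraries; at the minimum of 5000 the Pearson values rose to 0.985, 0.984, 0.985 and 0.984. A promoter window of 2000 bases gave the same list regions.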

Other observations

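Of the tests in this part, those on tumor replicate 1, on the third replicate of the cell lines, on partial coverage by targeted reads and on sequence variants were chosen only after the result was seen. The scaling over methylated regions and the edgeR fits were chosen after seeing the data, and the homeobox counts with edgeR and under other scalings were added after the first homeobox result. The splits with limma and the matched sets for limma calls were chosen before, although the match of gene names to the homeobox families was corrected after its first result had been seen.

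The number of calls was set beside other splits of the same libraries. For K562 against GM12878, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many regions as 3968 with a limma adjusted p under 0.05, and the others gave 0 or 1. For breast tumor against breast, 1 of the 10 splits, again the real one, gave as many as 280, and the others gave 0. With edgeR on the counts the real splits gave 4247 and 902, and the others at most 2. Every other split mixes libraries of both groups, so a real difference would add to its spread and leave few calls. With 10 splits the share also cannot be under 0.1. For both reasons these counts alone do not exclude a chance split. Pearson correlations of the level were 0.650 to 0.666 over the 9 pairs between the cell lines. They were 0.977 to 0.984 within GM12878 and 0.978 to 0.983 within K562, which argues against a chance split for the cell lines. For the tissues the ranges did not overlap either, with 0.967 to 0.971 between groups against 0.978 to 0.982 within them. The gap was smaller, and the question stays open.

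Gains outnumbered losses in breast tumor, 267 to 13. The scaling of the level by the authors was tested as an explanation by multiplying each library to one median level over 1405 regions methylated in all groups. The gains were then 304 and the losses 35, so such a factor per library does not account for the excess. Quantile normalization, which forces all libraries to one distribution, left 40 gains and 31 losses, and it would remove a true net gain as well. A difference between tumor and normal breast tissue, including their mix of cell types, stays open and was not tested.

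Breast tumor replicate 1 had higher levels than replicates 2 and 3, by a ratio of 1.05 to each over the same 1405 regions. Against replicate 3 the changed share itself had a ratio of 0.995, so the higher level is consistent with the factor that the authors applied to that library. Against replicate 2 the changed share had a ratio of 1.06, so there the difference was present in the counts before scaling.

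Replicate 3 of both cell lines spread its observations over regions differently from replicates 1 and 2. A batch that reverses differences between the lines was tested on 3101 regions that differed by at least 0.2 in replicates 1 and 2. Only 49 of them had the opposite sign in replicate 3, which argues against such a reversal. The size of the mean difference did vary, from 0.0348 in replicates 1 and 2 to 0.0172 in replicate 3.

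The whole genome and targeted libraries of GM12878 were apart by more than 4 combined SD at some regions. Partial coverage may contribute, because exome probes need not span a whole region. Among regions with a whole genome level of at least 0.2, the share apart was 21.7% in the set with the smallest targeted total relative to the whole genome total and 0.248% in the set with the largest. The set with the smallest ratio held only 207 such regions, and over all regions, low ones included, the trend was flatter, from 4.67% through 2.93% and 2.37% to 0.263%. The trend goes with targeted reads that cover only part of the region, a hypothesis found and tested on the same libraries. Outside the set with the smallest ratio, the targeted level was the higher one in 75.0% to 88.9% of the regions apart, against 42.3% in that set. The value of 75.0%, from the set with the largest ratio, rests on few regions, since only 0.263% of 3043 were apart. The cause of this direction was not tested.

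Sequence variants that turn a CpG cytosine into thymine could be read as methylation where a region holds few CpGs. In the 403 regions with at most 20 CpGs, a single site in 20 that is changed on 1 of 2 copies would give 2.5% changed observations. The number of regions that reached this share in all 3 replicates of a line was 0 in GM12878 and 0 in K562, with highest shares of 1.57% and 1.45%, although 157 of these regions were called. This argues against such variants for the small regions where a line has 2 copies. It does not decide for larger regions. In K562 the number of copies was not measured, and a variant on a smaller share of copies would stay under 2.5%. The question therefore stays open for K562.

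Regions with a higher level in breast tumor often lay at the starts of homeobox genes, a family of transcription factors of development. They were 23 of the 267 regions (8.61%), against 1.34% of all 11003 regions. Random sets matched on total, CpG number and breast level held a median of 14 such regions (permutation p = 0.006), so depth and starting level account for part of the excess but not all. With edgeR calls the number was 60 of 804, against a matched median of 38 (permutation p = 0.0001, the smallest that 10000 sets can give). Of the 147 homeobox regions, 128 had a higher mean level in breast tumor as deposited, 104 after median centring (which lowers all regions of a library alike), 107 after quantile normalization and 128 after scaling at methylated regions. The homeobox regions among the higher calls were 10 of 158, 4 of 40 and 26 of 304 under those 3 alternatives. In K562, 88 of 2342 regions with a higher level lay at homeobox genes, against a matched median of 71 (permutation p = 0.0007), and 21 of 1626 with a lower level, against a median of 21 (permutation p = 0.6).

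Gains in the tumor libraries and gains in K562 overlapped. Of 255 regions with a higher level in breast tumor that were tested in both comparisons, 172 (67.5%) were also higher in K562 than in GM12878, against 22.3% of all 9892 regions. Sets matched on breast level, GM12878 level and total held a median of 134 and at most 159 (permutation p = 0.0001, the smallest that 10000 sets can give). Starting level and depth thus account for most of the overlap, and not for all of it. The comparisons share no library. A set of regions that gains methylation readily in tumors and in a leukemia line is a hypothesis from these data, and the matching was coarse, with 5 classes per property.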
